A study of Mytilus galloprovincialis with 40 samples. Its data were reported in "Gene Expression Rhythms in the Mussel Mytilus galloprovincialis (Lam.) across an Annual Cycle" (2011).

How the data were processed

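Relative transcript abundance was measured in the digestive gland of female mussels, *Mytilus galloprovincialis*, sampled in the Bizerta Lagoon in each of 12 months from May 2007 to April 2008. The paper states that the females were taken from the stage of gonad development that was most represented. Total RNA of single animals was labelled with Cy3 or Cy5 and hybridized in pairs to 40 cDNA microarrays. Each array compared a month with the month before it, so that the 12 steps closed a loop in which May 2007 was set against April 2008. There were 4 arrays in each of the steps Feb/Jan, Mar/Feb, Apr/Mar and May/Apr and 3 arrays in each of the 8 other steps. The later month was in Cy5 on 15 arrays and in Cy3 on 25, and each step held both dye orientations.

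The deposited scanner values are spot intensity values, the mean foreground and the median local background of each dye, which the authors read with GenePix from slides scanned in a ChipReader. They carry no normalization and no spot flags. The authors also deposited a table of normalized log2 ratios, for which they used the limma package (version not stated) with background subtraction with an offset and loess. Those deposited log2 ratios could be recomputed from the scanner values in 38 of the 40 columns, to within 4.995e-05, with the normexp method, an offset of 50 and a loess curve over all spots, each in the direction of its dye labels. These settings were found by trying combinations on the files. The 2 columns left out were those of the third Dec/Nov array and the fourth Mar/Feb array, which held the sign-turned values of another array of the same step and not those of their own scanner values. All 40 scanner files were used for the comparisons.

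Each array held 4560 spots in 16 print-tip blocks: 1920 cDNA clones printed in 2 spots each, 608 positions with no clone and 112 alignment spots. The intensities were corrected with normexp (offset 50), log2 ratios were normalized within each array by global loess fitted to the clone spots, and the 2 spots of a clone were averaged. No scaling between arrays was applied. Counts with the loess curve over all spots had been seen before the curve over clone spots was run. Array depth was described as the share of clone spots whose foreground exceeded the mean local background by 2 SD of that background in both channels, and the number of arrays limits the precision.

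Linear models were fitted with limma 3.58.1 in R 4.3.3, with 1 coefficient per month relative to January, 29 residual degrees of freedom and 3.68 prior degrees of freedom. A probe was called where its Benjamini-Hochberg adjusted p was under 0.05 over all 1920 probes and its log-odds B was above 0. The comparisons were each of 11 months with January, the mean of May to August with the mean of the other 8 months, the 12 steps between neighbouring months, and a moderated F test over the 11 coefficients (adjusted p under 0.05, no B). The months were clustered by complete linkage with 1 minus Pearson's r as distance. The fit was tested on simulated data for the 1920 probes. In the comparison of May to August with the other months it called 44.5%, 84% and 98% of 200 probes changed by 0.5, 1 and 2 on the log2 scale, with 0 to 3 false calls, and in the comparison of June with January it called 11%, 53.5% and 92%, with 0 to 2 false calls. With no change simulated it called 1 probe against January, 0 in May to August, 2 in the steps and 0 in the F test. The simulated errors were independent between arrays, with no dye effect and no error shared by the arrays of a step. These counts of false calls therefore hold for such errors only.

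These tests, the months taken as hot and the alternatives were fixed before the data were examined. The alternatives were plain background subtraction, no background correction, print-tip loess, median centring, Aquantile scaling, a filter on dim probes, a dye term per probe, correlated errors of same-numbered arrays, array weights, the authors' log2 ratios, adjusted p alone, B alone, adjustment over all contrasts, June to September as hot months, the loop without its closing step, and each array left out in turn. Loess over all spots, clustering of 12 centred months and 1 array with its sign turned were added after the data were seen, as was the fit of the months on 2 sets of different arrays.

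The files used here name the clones by position codes and do not pair them with sequence accessions or gene names, and none of the codes was found in the gene table of the reference. Genes, gene lists, pathway members, the genes of the study's Q-PCR and markers of other cell types were therefore not analysed here. The rule for named probes, fixed beforehand, then left only its part for probes without a description. It took the 2 most strongly called clones in each direction by B, and it was applied to the comparison of May to August with the other months. The limit to that comparison was set after the values had been seen. Those 4 clones are followed through the other comparisons. Figures were drawn with matplotlib 3.10.9.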

Results

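The data describe 12 months of relative transcript abundance in the female digestive gland, the main organ of digestion and metabolism in the mussel, as log2 ratios of 1920 cDNA clones (probes) on 40 arrays. Each array compared 2 single animals of neighbouring months. Between 13.6% and 78.4% of the clone spots of an array lay above background in both channels, with a median of 39.7%. The 2 spots of a clone correlated with r between 0.43 and 0.96 across the clones of an array. Replicate arrays of a step with the same dye orientation correlated with a median r of 0.71 over 17 pairs of arrays, and those with opposite orientation with a median r of 0.36 over 31 pairs. These correlations run across clones, which are not independent replicates. The first of the 4 Apr/Mar arrays ran against the others, with r between -0.81 and -0.62, and was used as labelled.

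The first question was which transcripts changed over the annual cycle. In the moderated F test of limma, 719 of the 1920 probes (37.4%) differed among the 12 months. Their fitted levels differed between the highest and the lowest month by a median of 2.07-fold, by at least 2-fold in 382 probes and by at least 4-fold in 117. June was the month of the highest level in 14.7% of them, against 10.2% of all 1920 probes. November was that month in 14.7%, against 14.5% of all probes, and August in 11.7%, against 12.1%, so that in these months the share was about the same as over all probes. Median centring in place of loess left 382 probes, and array weights raised the count to 1147.

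Against January, the reference month of the study, 212 probes (11.04%) were called in at least 1 month. Of these, 144 were higher and 75 lower in some month, including 7 that were both. June had the most calls, 66 higher and 12 lower, with a median of 6.53-fold and a largest value of 99.9-fold among the higher probes. Probes above January prevailed from February to August: 43 of 59 in February, 28 of 31 in March, 24 of 27 in April, 38 of 44 in May, 44 of 55 in July and 30 of 43 in August. Probes below January prevailed in September, with 16 of 24, and in October, with 24 of 31. In November 15 probes were higher and 5 lower, and in December 29 were higher and 22 lower. The median fold of the probes called higher was 2.69 in February, 12.1 in May and 2.05 in December. The precision differed between months, with a median SE (log2) of 0.13 in February, 0.15 in December, 0.23 in May and 0.25 in July and August. Months farther from January in the loop needed larger differences for a call, so counts and folds of called probes do not compare evenly between months.

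Myt01-006C06 was called above January in 8 months and Myt01-007H10 in 7. Both were already high in February, when Myt01-006C06 stood 3.54 ± 0.23 (SE, log2) above January with an adjusted p of 1.90e-13 in limma and Myt01-007H10 stood 3.74 ± 0.35 above it with an adjusted p of 2.90e-09. Both were higher in 4 of the 4 Feb/Jan arrays. With no background correction these 2 differences were 2.01 and 2.19 and stayed called. In June they reached log2 differences of 6.03 ± 0.43 and 6.26 ± 0.67. In December their values were 0.10 ± 0.26 and -0.21 ± 0.40, and neither was called. Myt01-005F03 was called below January in July, with a log2 difference of -2.22 ± 0.41, and in August, with -1.93 ± 0.41. With no background correction the July difference was -1.58. Myt01-016C08 was called below January in June, with -1.16 ± 0.26. Its February difference of 0.76 ± 0.14 was called, but no longer with no background correction, at 0.38, or with median centring, at 0.77.

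The 212 probes called against January became 130 with median centring and 411 with array weights. A call needed both criteria, and with the adjusted p alone 342 probes passed. With B above 0 alone the same 212 were called, so B was the criterion that set the calls. The number of November calls rested on single arrays: without the second or the third Dec/Nov array limma called 0 probes, although 187 and 180 had an unadjusted p under 0.05, and without the third Jan/Dec array it called 10. Other counts moved by more than 1.5 times too: February to 33 without the first Feb/Jan array and April to 51 without the first Apr/Mar array. September had 8 and October 18 without the third Nov/Oct array, 10 and 19 without the second or the third Dec/Nov array, and September had 14 without the third Oct/Sep array. The balance in September rested on such arrays too, with 4 of 8 higher without the third Nov/Oct array, 9 of 18 without the second and 7 of 14 without the third Oct/Sep array. With median centring 1 of 2 was higher in September and 0 of 2 in November.

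**Figure D1:**
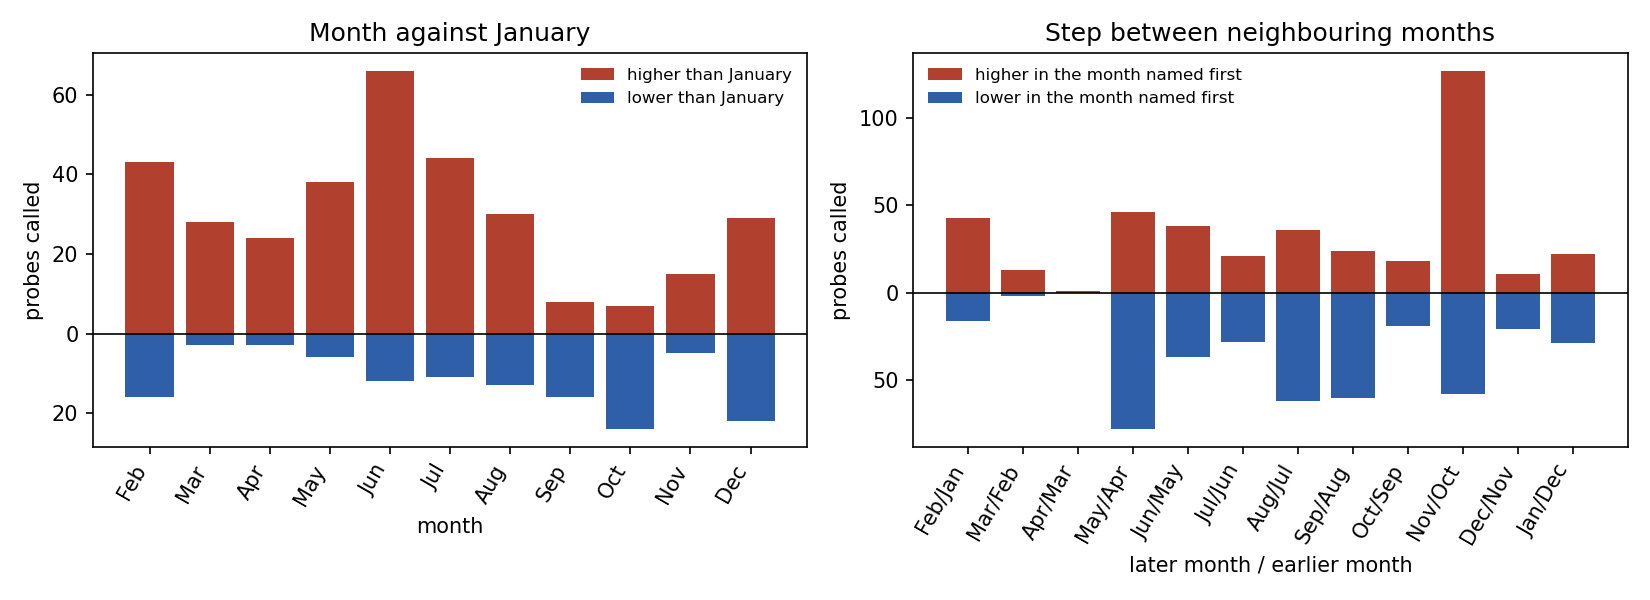
Number of probes called in each month against January (left) and in each step between neighbouring months (right), with probes higher drawn upward and probes lower drawn downward from 0. June has the most calls against January, 66 higher and 12 lower, and Nov/Oct the most among the steps in this fit, 127 higher and 58 lower.

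The second question was how the hot months, May to August, differed from the rest of the year. The study named this period from the same animals, so the count is not independent evidence of it. In this comparison 84 probes were called, 68 higher and 16 lower in May to August. The higher probes differed by a median of 3.27-fold and at most by 13.99-fold, and the lower probes by a median of 1.97-fold and at most by 3.31-fold. Of the 68 higher probes, 62 had their highest fitted level in June, 3 in July, 2 in August and 1 in September. Their median level, relative to each probe's mean over the 12 months, was 0.06 on the log2 scale in April, 1.10 in May, 1.90 in June, 1.07 in July, 0.50 in August and -0.61 in September. The 16 lower probes had a median of 0.54 in April and -0.57 in May, reached -0.85 in August and were back at 0.57 in November.

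Myt01-006C06 was the most strongly called probe of the higher group, with a log2 difference of 3.26 ± 0.26 (SE; 9.57-fold) and an adjusted p of 1.16e-10 in limma. Myt01-007H10 was higher by 3.69 ± 0.40, or 12.9-fold, with an adjusted p of 1.30e-07. These sizes depend on the setting: both stayed called, but with 2.13 and 2.32 for June to September as hot months and with 2.50 and 3.15 for no background correction. Myt01-005F03 had a log2 difference of -1.49 ± 0.24 and Myt01-016C08 one of -0.98 ± 0.16, both with an adjusted p of 2.86e-05 in limma. The 4 arrays of May against April and the 3 arrays of September against August cross the borders of the period, and each of the 4 clones moved in its called direction in 7 of these 7 arrays. These arrays took part in the choice of the 4 clones, so their agreement is no separate confirmation. The highest and the lowest month of the 2 clones called higher differed 65.4-fold and 95.4-fold, and these sizes depend on the setting, with 20.7-fold and 39.3-fold for no background correction and 80.2-fold and 161-fold for median centring.

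Without the arrays that joined April 2008 to May 2007, 53 probes were called, 39 of them among the 84, and Myt01-005F03 and Myt01-016C08 were no longer called, with log2 differences of -0.95 and -0.84. With June to September as hot months Myt01-016C08 was no longer called either, at -0.33. With a dye term for each probe the count was 88, and with the adjusted p alone it was 137, of which 95 were higher.

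**Figure D2:**
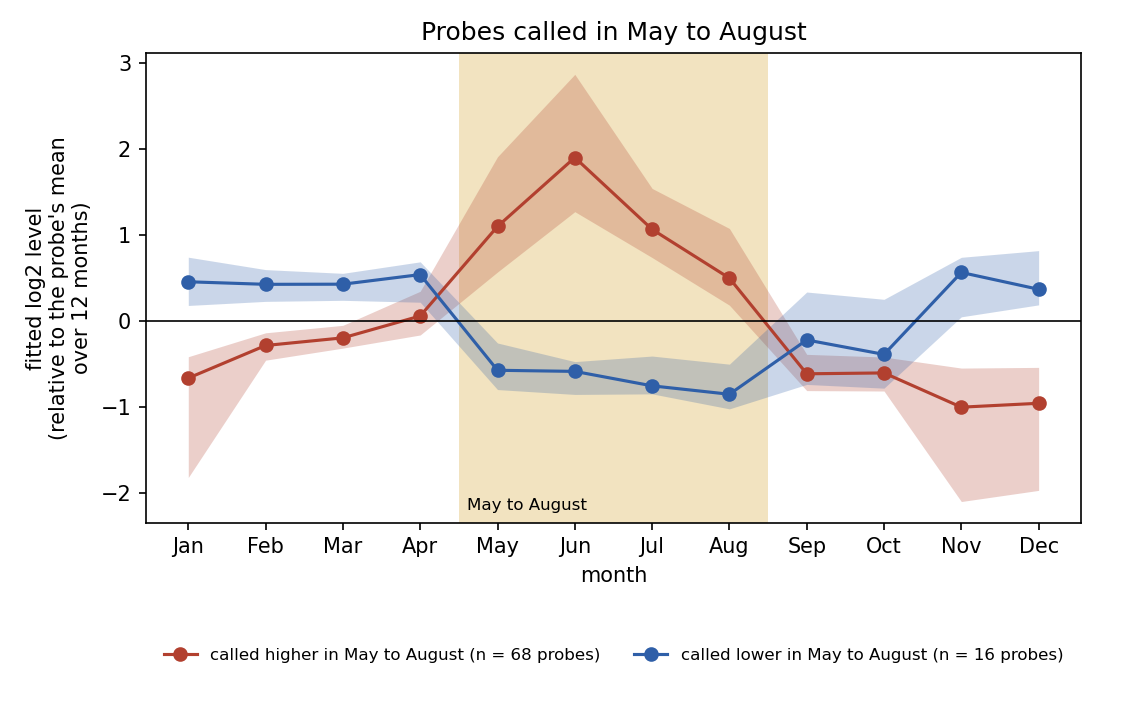
Fitted log2 level of each month relative to the probe's mean over 12 months, for the 68 probes called higher and the 16 called lower in May to August. Lines join the medians and bands span the quartiles of the probes, and the median of the higher group peaks in June at 1.90.

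**Figure D3:**
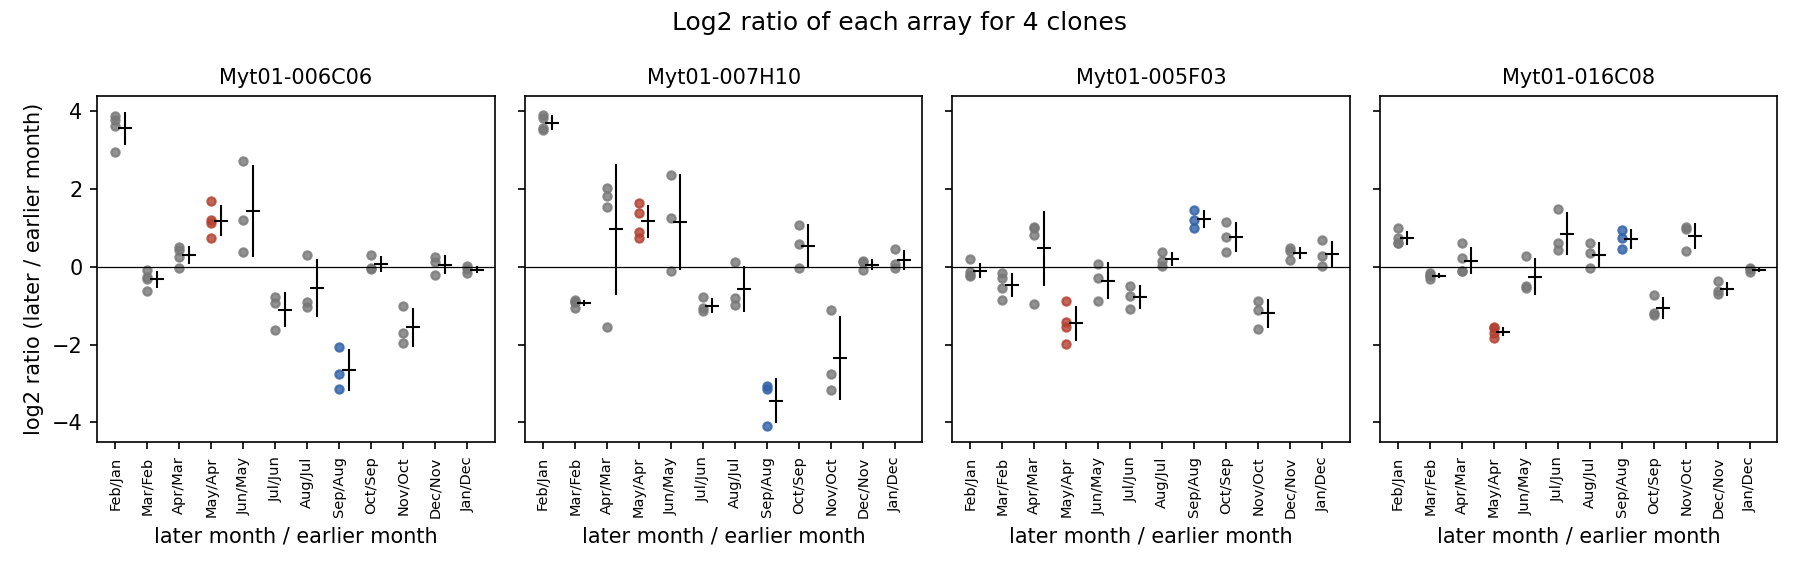
Log2 ratio of the later to the earlier month on every array, by step, for the 2 most strongly called clones higher (left) and lower (right) in May to August. Points are arrays, with May/Apr in red and Sep/Aug in blue, and the black marks give the mean and SD of the 3 or 4 arrays. The first 2 clones rise in May/Apr and fall in Sep/Aug on every array, and the other 2 do the opposite.

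The steps between neighbouring months show when the changes took place. In at least 1 of the 12 steps 508 probes were called. The transition from October to November had 185, the most in this fit, of which 127 rose and 58 fell, with medians of 1.87-fold and 2.18-fold. With array weights this order did not hold, since Dec/Nov then had 289 and May/Apr 258 against 171 in Nov/Oct. The second and the third Dec/Nov array had the highest weights of all arrays, 5.10 and 5.20. They share a dye orientation and correlated with r of 0.93, but with r of 0.36 and 0.35 with the first array, which has the opposite orientation. From April 2008 to May 2007, which are not consecutive, 46 probes were higher and 78 lower in May. From July to August 36 rose and 62 fell, and from August to September 24 rose and 60 fell, the latter by a median of 2.83-fold. From May to June 75 probes were called, from June to July 49 and from September to October 37, with 38, 21 and 18 of them rising. These 3 balances have no settled direction. In Jul/Jun 52 of 71 rose without the first array, 17 of 33 without the third, 29 of 55 without the third Sep/Aug array and most of 173 with array weights, but 3 of 33 with median centring. In Jun/May 11 of 31 rose without the second array, and in Oct/Sep 22 of 30 without the first. From January to February 43 rose and 16 fell. The step from December to January had 51 calls. That from November to December had 32, but 289 with array weights and 8 with median centring. With the authors' log2 ratios, which lack the third Dec/Nov array, it had 3, as it had without that array alone.

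In the steps Myt01-006C06 rose on the 4 Feb/Jan arrays by a mean of 3.56 ± 0.42 (SD, n = 4, log2) and had a mean of -2.66 ± 0.55 (SD, n = 3) on the Sep/Aug arrays. Myt01-007H10 had a mean of 3.71 ± 0.19 (SD, n = 4) in Feb/Jan and of -3.44 ± 0.57 (SD, n = 3) in Sep/Aug. The means in May/Apr were -1.67 ± 0.13 (SD, n = 4) for Myt01-016C08 and -1.45 ± 0.46 (SD, n = 4) for Myt01-005F03.

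In the steps from February to March and from March to April 15 probes and 1 probe were called, and both counts rested on single arrays. The first Apr/Mar array ran against the other 3, which correlated with each other with r between 0.64 and 0.75. Without it 62 probes were called in Apr/Mar, 52 of them higher in April, and with its sign turned, an alternative chosen after seeing the data, 82 were called. Without any of the other 3 in turn limma called 0 probes in Apr/Mar, with 29, 57 and 29 at an unadjusted p under 0.05. In Mar/Feb the pairs of arrays with the same dye orientation had r of 0.44 and 0.78 and those with opposite orientation r between -0.16 and -0.04. Of the 15 Mar/Feb probes 13 were higher in March. Without the second Mar/Feb array 8 probes were called, 1 of them higher, and without the fourth limma called 0, with 199 at an unadjusted p under 0.05.

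Single arrays moved other steps by more than 1.5 times too. Nov/Oct had 94 calls without the third array, fewer than the 123 of May/Apr in that fit, and 125 without the second, against 126 of May/Apr. May/Apr had 79 without its first array. Feb/Jan had 33 without its first array, Jun/May 31, Sep/Aug 35 and Aug/Jul 47 without the second array of the step, and Aug/Jul 50 and Oct/Sep 21 without the third array. Dec/Nov had 3 without the second or the third array. Median centring left 311 probes called in at least 1 step, array weights gave 844, and the adjusted p alone gave 895.

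The last question was which months resembled each other. Over the 212 probes called against January, May, June, July and August formed a branch of their own in the clustering, with no other month in it. At 5 branches the others were February to April, September and October, November, and December. May and June had the highest correlation across probes, with r = 0.97, and October and December the lowest, with r = -0.20. Months set against the same January arrays through a loop share part of their error. Simulated loops with no month effect, 100 in all, were drawn with independent errors of the arrays. Their mean r of calendar neighbours was 0.88, against 0.81 in the data, and their mean r over all pairs of months was 0.61, against 0.52. May to August formed a branch of their own in 16 of the 100 simulated loops, so the correlations and the branch did not exceed what the loop gives by itself. The covariance over the 1920 probes, to which shared error adds the same amount with or without effects, was larger than in the simulated loops. Its mean was 0.384 within May to August, against a simulated mean of 0.0738 and a highest simulated value of 0.0883, 0.221 for calendar neighbours, against 0.0642 and 0.0729, and 0.128 over all pairs of months, against 0.0370 and 0.0438. Observed minus simulated means were 0.311, 0.156 and 0.0907. In a test chosen after these values were seen, the arrays of each step were divided at random into 2 sets, which share no array error, and the months were fitted in each set and centred on their mean over the year. Between the sets the mean covariance over 100 divisions was 0.0440 (range 0.0272 to 0.0551) for calendar neighbours, 0.0139 (0.00556 to 0.0200) for months 2 apart, -0.0464 (-0.0574 to -0.0329) for months 6 apart and 0.0728 (0.0502 to 0.0957) for pairs within May to August. Centring forces positive values to be offset by negative ones. The divisions reuse the same arrays, so the ranges do not measure the spread between animals.

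**Figure D4:**
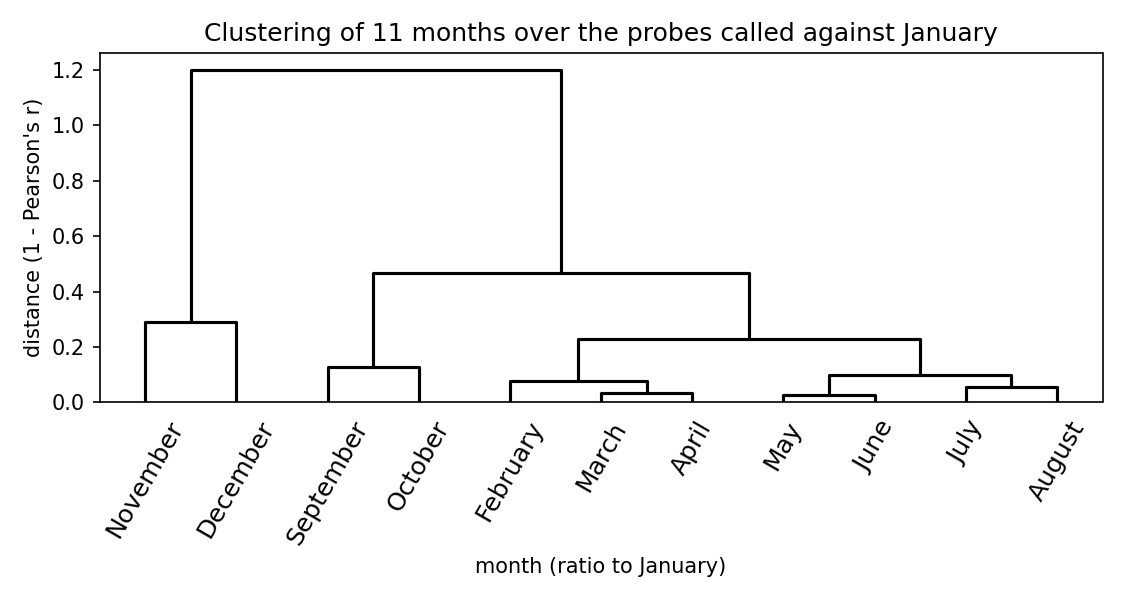
Complete-linkage tree of the 11 months by their fitted log2 ratios to January over the 212 probes called against January, with the height of each join given as 1 minus Pearson's r. May to August join below 0.10, and November and December join the other months last, at 1.20.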

Values the study reported

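The study's Discussion gave a total of 295 differentially expressed genes in the digestive gland over the annual cycle. It placed 50 of them in the pattern with its maximum during the hot months, which it obtained by k-means clustering. Its methods describe an array of probes for 1748 independent mussel sequences.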

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

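The tests of the first Apr/Mar array, those of the 16 lower probes, the fits on 2 sets of arrays and the dealings counted per step were chosen after the results had been seen, and the other tests of this part were fixed beforehand. The 4 steps with 4 arrays were searched for an array far from its 3 replicates, and 5 of 40 sets of 4 values held such an array. The 95% critical value used picks about 1 set in 20 by chance, and 3 of the 5 belong to the same array, so that they are not independent of each other. In Apr/Mar, replicate 1 had a log2 ratio of -1.55 for Myt01-007H10, against 1.55 to 2.02 in the other 3 arrays. Its log2 ratio for Myt01-005F03 was -0.96, against 0.83 to 1.03. Its correlation across clones with the fit of all other arrays was -0.80, against 0.53 to 0.63 for the other 3. In the same step replicate 3 had an SD of the log2 ratios over the clones of 0.33, against 0.37 to 0.38. In Mar/Feb, replicate 1 had a correlation of 0.43 between the duplicate spots, against 0.51 to 0.52.

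The first Apr/Mar array ran against its replicates over the clones as a whole. A dim or noisy array would lie near a correlation of 0 with them, but its correlation with the mean of the other 3 arrays was -0.80. An exchange of the dyes or of the animals in its label stays open as a candidate explanation. It predicts the sign-turned ratio, and the correlation with the step as predicted from the arrays of the other 11 steps was -0.40, while the other 3 arrays had 0.29 to 0.41. With its sign turned, 56 probes were called in April against January in place of 27, and 252 in at least 1 month in place of 212. No biological explanation was tested, and an animal that differed from the other 3 pairs in the opposite direction is not excluded.

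More probes were higher than lower in May to August, 68 against 16. A dye effect of the single probes was predicted to shrink the difference in a refit with a dye term per probe. The median log2 difference of the 68 probes kept 0.992 of its size and that of the 16 probes 0.996. Each step held both dye orientations, so such an effect largely cancels in this comparison. The refit could therefore hardly have shown a fall. Signal at positions with no clone was called in 0% of 608 positions in a limma fit over clones and positions together, where 22 of the positions had an unadjusted p under 0.05, against 4.64% of the clones. An error confined to the arrays that join April 2008 to May 2007, which the loop takes as neighbours, would lower the difference without those arrays. A real change between these months would also show in the other steps of the loop, so leaving those arrays out does not test it. For the 68 higher probes the median was then 1.36 times the size it had with them, with the lower quartile of the single probes at 1.14. This argues against such an error as the whole source for the higher probes. For the 16 lower probes the median was 1.09 times its size, but the quartiles were 0.78 and 1.73, so such an error stays open for them. In this refit 37 of the 68 and 2 of the 16 were still called, while 68 and 16 kept their direction and the median SE rose from 0.28 to 0.59 and from 0.21 to 0.43. It called 39 probes higher and 14 lower. Myt01-005F03 went from -1.49 to -0.95 and Myt01-016C08 from -0.98 to -0.84, and neither was still called. As a hypothesis, the transcripts of the 68 higher probes may be more abundant in the hot months. Since 1 year was sampled, the design does not part season from other events of that summer. Animals were chosen from the most represented gonadal stage, so the design does not part season from gonadal stage either.

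Calendar neighbours had alike profiles on average, but not in each pair. Over the 719 probes that differed among months, the 12 pairs of neighbours had r between 0.08 and 0.81, with 0.22 for January and February, 0.14 for April and May, 0.10 for August and September and 0.08 for October and November. A single annual cosine held a median of 43.4% of the variance between months. A share as high was reached by 0.01% of 10000 orders of the months, the smallest share they can give, with 36.7% as the highest of the shuffled orders. Shuffling also breaks up error shared by neighbouring months of the loop, so it does not part a rhythm from that error. Simulated loops with no month effect gave 52.1% to 59.8% for as many top probes, so error shared by neighbouring months of the loop raises this share as well, and the share alone does not part it from a rhythm. As the whole source of the likeness this error is argued against by fits on 2 sets of different arrays, between which array error is not shared. The covariance of neighbours between the sets was above 0 in each of 100 divisions of the arrays, with a mean of 0.0440 and a lowest value of 0.0272, and with a dye term per probe 0.0438 and 0.0160. These divisions reuse the same arrays and are not independent, so their range does not measure the spread between animals. The covariance fell with distance in the year, to -0.0464 for months 6 apart. Centring forces positive values to be offset by negative ones, so the negative sign is no separate evidence of a rhythm. Error common to the arrays of a step, or an animal used in 2 steps, would pass this test and was not excluded. An annual rhythm may add to the likeness of neighbours as a hypothesis, and with 1 year sampled its return was not tested.

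Random dealings of the 40 arrays to the 12 steps were counted with the real one included, 100 in all. For the 212 probes called against January, 1 of the 100 reached the count, the real one, and the highest of the others was 45. The same held for the 84 probes of May to August (1 of 100, highest other 1). It held for the 508 of the steps (1 of 100, highest other 112) and the 719 of the F test (1 of 100, highest other 41) too. Random dealing thus did not reach these counts at this number of dealings. May to August was named from the same animals and kept fixed in each dealing, so the choice of that period was not tested. Dealing also turns differences between steps into spread, which lowers the other counts, and error common to the arrays of a step is not excluded. For the single months against January the real dealing was also the only 1 of 100 to reach the count in February (59, highest other 11), March (31, highest other 21), April (27, highest other 3), May (44, highest other 13), June (78, highest other 0), July (55, highest other 5), August (43, highest other 1), September (24, highest other 2), October (31, highest other 23) and December (51, highest other 27). In November 2 of the 100 reached 20 probes, and the other dealing gave 41. For the single steps the real dealing was the only 1 of 100 in Feb/Jan (59, highest other 11), May/Apr (124, highest other 17), Jun/May (75, highest other 26), Jul/Jun (49, highest other 24), Aug/Jul (98, highest other 18), Sep/Aug (84, highest other 15), Nov/Oct (185, highest other 22) and Jan/Dec (51, highest other 27). In Oct/Sep 2 of the 100 reached 37 probes (highest other 39) and in Dec/Nov 3 reached 32 (highest other 112). In Mar/Feb 5 of the 100 reached 15 probes (highest other 32) and in Apr/Mar 9 reached 1 (highest other 20), so for these 2 steps chance is not excluded.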

How the results depend on the processing

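Loess over all spots, clustering of 12 centred months and the sign of 1 array were chosen after seeing the data. Over all alternatives, 1381 counts of probes lay within 1.5 times the count reported and 102 did not, with Feb/Jan and Jan/Dec counted beside the equal counts of February and December, and of the log2 differences of the 4 named clones 639 kept their direction and call and 5 kept the direction alone. Aquantile scaling and B alone gave the same 212 and 84 probes, and adjustment over all contrasts gave the same 212. That adjustment did not cover the comparison of May to August, so the 84 could not change with it. Since B was the criterion that set the calls, these agreements were nearly fixed beforehand. Counts from these alternatives are part of the tally. For a step count, most of the arrays left out lay in other steps, so the tally overstates the firmness of single counts. May to August stayed a branch of their own under all 56 alternatives run on the clustering. Alternatives with the same 212 probes and values could not change that tree. June to September as hot months and the loop without its closing step were not clustered. Median centring in place of loess gave 130 probes called against January in at least 1 month, 311 in the steps, 382 in the F test, and 15 in August, 2 in September, 15 in October, 2 in November and 33 in December, and in the steps 2 in Mar/Feb, 77 in May/Apr, 34 in Jun/May, 43 in Aug/Jul, 18 in Oct/Sep, 8 in Dec/Nov, 33 in Jan/Dec and 0 in Apr/Mar, where limma left 63 probes with an unadjusted p under 0.05. Print-tip loess gave 24 in Mar/Feb. No background correction gave 22 in February, 10 in March, 10 in April, 35 in July, 26 in August, 11 in November, 22 in Feb/Jan and 4 in Mar/Feb. Array weights gave 411 against January, 844 in the steps, 1147 in the F test, and 104 in February, 54 in March, 64 in April, 82 in May, 91 in July, 88 in August, 53 in September, 70 in October, 113 in November and 92 in December, and in the steps 104 in Feb/Jan, 51 in Mar/Feb, 119 in Apr/Mar, 258 in May/Apr, 173 in Jul/Jun, 63 in Aug/Jul, 156 in Sep/Aug, 289 in Dec/Nov and 92 in Jan/Dec. The authors' log2 ratios, which lack the third Dec/Nov and the fourth Mar/Feb array, gave 16 in October and 0 in November. In November limma left 173 probes with an unadjusted p under 0.05. These ratios gave 3 in Dec/Nov and 0 in Mar/Feb, where limma left 191. Without that Dec/Nov array alone the fit reported here also gave 0 in November and 3 in Dec/Nov. Without that Mar/Feb array alone it gave 0 in Mar/Feb. Loess over all spots on all 40 arrays gave 33 in Dec/Nov and 11 in Mar/Feb. The low counts of these 2 steps therefore go with the missing arrays and not with that loess curve. For the other counts the cause was not tested. The adjusted p alone, a wider rule by construction, gave 342 against January, 137 in May to August, 895 in the steps, and 89 in February, 69 in May, 127 in June, 104 in July, 77 in August, 61 in October and 91 in December, and in the steps 89 in Feb/Jan, 234 in May/Apr, 175 in Jun/May, 120 in Jul/Jun, 242 in Aug/Jul, 163 in Sep/Aug, 79 in Oct/Sep, 406 in Nov/Oct, 57 in Dec/Nov and 91 in Jan/Dec. Without the step from April 2008 to May 2007, 53 probes were called in May to August, with fewer arrays. With the first Apr/Mar array turned in sign, April had 56 and Apr/Mar 82.

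With each array left out in turn, February had 33 (without the first Feb/Jan array) to 63 probes, April 21 to 51 (without the first Apr/Mar array), September 8 to 31, October 18 to 40 and November 0 to 29. Single arrays lowered September to 8 without the third Nov/Oct array, 10 without the second or the third Dec/Nov array and 14 without the third Oct/Sep array. They lowered October to 18 without that Nov/Oct array and to 19 without either of those Dec/Nov arrays, and November to 0 without either of these and to 10 without the third Jan/Dec array. In the steps, leaving out an array of the same step gave the lowest counts: 33 to 63 in Feb/Jan, 0 to 22 in Mar/Feb, 0 to 62 in Apr/Mar, 79 to 141 in May/Apr, 31 to 85 in Jun/May, 47 to 108 in Aug/Jul, 35 to 100 in Sep/Aug, 21 to 48 in Oct/Sep, 94 to 206 in Nov/Oct and 3 to 38 in Dec/Nov. For the 0 counts, limma left 199 probes with an unadjusted p under 0.05 in Mar/Feb without replicate 4, and 29, 57 and 29 in Apr/Mar without replicates 2, 3 and 4 in turn. Jul/Jun, with 33 to 71, and Jan/Dec, with 37 to 58, stayed within 1.5 times, as did the probes called against January in at least 1 month, with 180 to 235, and those of May to August, with 63 to 95.

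Deviations of same-numbered arrays of neighbouring steps from their step means had a median r of 0.02 over 39 pairs of arrays, from -0.23 to 0.43. A shared animal would lower this r and a shared dye orientation, common among these pairs, can raise it. Whether array numbers pair the animals of neighbouring steps therefore stays open. A block for same-numbered arrays, with a fitted correlation of 0.05, gave 201 probes against January and 79 in May to August. Aquantile scaling leaves log ratios as they are, so its results were identical by construction. Keeping spots marked by the image software and a slide or scan block were not run, since the files hold neither, and the alternatives of the gene lists were not run because clones could not be named. Signal over background in 39.7% of the clone spots of the median array limits calls among dim clones, and the filter that removed 33.3% of the probes left 185 against January and 81 in May to August.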

Other observations

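The comparisons of this part were chosen after the results were seen. Each run of 4 neighbouring months was set against the other 8 months with limma and the same rule. May to August had the most calls of the 12 runs, 84, and November to February followed with 75, of which 35 were higher and 40 lower. September to December had 46 calls with 0 higher, and April to July had 62 with 60 higher. The runs from February to May and from August to November had 7 calls each. These runs share months with each other, so their counts are not independent.

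The lowest level of the 719 probes that differed among months fell in May to August for 316 probes (43.9%, against 44.9% of all 1920 probes) and the highest level for 272 (37.8%, against 36.3%), so that both shares were close to those of all probes. November was the month of the lowest level in 104 probes (14.5%, against 10.6%). The probes with the highest level in June had a median range of 3.41-fold over the year, and those with the highest level in November one of 1.96-fold. For the 68 probes called higher in May to August, which were selected for a difference between these months, a single annual cosine held a median of 82.6% of the variance between months.

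A dye effect passed an adjusted p of 0.05 in limma in 172 of the 1920 probes, with a median size of 0.15 on the log2 scale. Among the 608 positions with no clone, 1 was called against January and 4 differed among months in the F test. In Jul/Jun, the first array had a correlation of 0.05 with the fit of all other arrays, while the other 2 arrays of the step had 0.57 and 0.50.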
